A study of Bos taurus with 4 samples. Its data were reported in "Exposure of bovine oocytes and embryos to elevated non-esterified fatty acid concentrations: integration of epigenetic and transcriptomic signatures in resultant blastocysts" (2016).

How the data were processed

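Gene expression was measured in pools of bovine day 7.5 blastocysts on the bovine EmbryoGENE microarray, a 2-colour array with 45220 spots, of which 43795 were probes for transcripts and the rest controls. Presumptive zygotes were cultured for 6.5 days in medium with a BASAL (72 µM) or HIGH COMBI (720 µM) total concentration of non-esterified fatty acids (NEFA), as the labels give it. Per the labels, 80 blastocysts were shared equally between treatments and 4 replicates, which gives 10 blastocysts in each of 8 pools. Each of the 4 arrays carried 1 BASAL and 1 HIGH COMBI pool. HIGH COMBI was in Cy5 on replicates 1 and 2 and in Cy3 on replicates 3 and 4, a balanced dye swap. The labels describe 4 replicates of the culture, and array numbers below are the replicate numbers. P-values of single probes measure the spread between these arrays. The RNA had been amplified by in vitro transcription before labelling, which can distort the relative level of transcripts.

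The deposited scanner files hold, per the file headers, the mean raw intensity and the mean local background intensity of each spot in both channels on a linear scale, together with a mark for spots left out by the scanner software (11 to 26 spots per array). The authors also deposited a normalized table, and a series matrix with the same values, on the log2 scale. Their stated steps were background subtraction, loess normalization within arrays, quantile normalization between arrays and a limma test. Set against the scanner values, the deposited log2 ratios matched Cy5 over Cy3 after loess and quantile normalization without any background correction (r across probes from 0.997 to 1.000, median absolute difference of at most 0.00098), and they had not been turned for the dye swap. The medians of their 4 columns were -0.002, -0.02, -0.0006 and -0.004. The normalized table and the series matrix differed by at most 4.8e-08. A version of limma used by the authors is not given in the sources used here.

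For the main result, background was corrected by normexp with an offset of 50 on all spots, marked spots were left out, log2 ratios were normalized by loess within arrays with weight 0 for controls, and the channels were quantile normalized between arrays. Each array was then turned to HIGH COMBI over BASAL by the dyes in the labels. Probes were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3 against a log2 ratio of 0, without a dye term. A probe was called at the study's thresholds (unadjusted p under 0.05 and a fold change of at least 1.5), with the count at a Benjamini-Hochberg adjusted p under 0.05 beside it. A probe was above background in a group when its raw intensity passed the median plus 3 robust SDs of the 153 negative-control spots, in the channel of that group, on all 4 arrays. It is called bright below when it passed 2 times the negative-control median in at least 1 group on all arrays. The median local background was 22.4 to 32.9 units and the negative controls lay at 107.0 to 227 units, so local background understates unspecific signal here. Precision is limited by the number of arrays. With 4 arrays the smallest two-sided p of an exact sign-flip test is 0.125.

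Gene symbols came from the platform annotation, updated through the gene table of assembly ARS-UCD2.0. Of the probes, 21790 had 1 symbol (20025 current, 1524 changed through a synonym and 241 kept as given), 0 had several and 22005 had none. Genomic positions are not printed, since the build of the array design is not named. The genes named in the text were the 10 with the largest rise and the 10 with the largest fall among genes with a symbol whose probe passed the study's thresholds, moved the same way on all 4 arrays and was above background. Where several probes of a gene passed, the script let the probe with the lowest p stand for the gene, which the fixed rule had left open. This concerned SLC1A4 only. SHMT1 was added, and up to 4 members of each gene list past the study's thresholds with the lowest p. This gave 27 genes, all above background in both groups on all arrays. The rule, the 26 gene lists and the main design were fixed before the data were examined. Lists were tested with camera at the preset correlation of 0.01 on 15190 genes, with the brightest probe standing for a gene, and again with an estimated correlation and with fry. At the preset correlation, camera's p-values set a list's genes against the other genes and do not measure the list's spread between arrays.

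The code was tested on simulated data for the HIGH COMBI vs BASAL comparison (43722 probes, with the dye effects and spread of the real probes). Without a dye term, 58.2% of 67 probes changed by 0.6 on the log2 scale, 98.5% of 67 changed by 1 and 100.0% of 66 changed by 2 were called at the study's thresholds, beside 66 false calls. Adjusted p under 0.05 recovered 16, 47 and 57 of them, beside 1 false one. With a dye term in the fit it recovered 41, 60 and 62, beside 14 false ones. The main fit without a dye term thus had less power at adjusted p where probes had dye effects. The noise was drawn independently for each probe, with the same spread on all arrays. These rates thus do not cover arrays of unlike spread or profiles shared between probes. Alternatives covered background correction, normalization, a filter on dim probes, a dye term, fits of separate channels with and without the array as a block (statmod 1.5.0), the authors' tables, array weights and each array left out. All arrays lay on 1 slide, so a slide block was not run. Figures were drawn with matplotlib 3.10.9.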

Results

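The experiment asked how elevated NEFA concentrations during embryo culture affect gene expression of the resultant blastocysts. Embryos were cultured for 6.5 days under BASAL conditions (72 µM total NEFA, with 28 µM stearic, 23 µM palmitic and 21 µM oleic acid) or under HIGH COMBI conditions (720 µM total NEFA, with 280 µM stearic, 230 µM palmitic and 210 µM oleic acid). Pools of 10 day 7.5 blastocysts from both treatments were hybridized together on 4 arrays with balanced dyes. Between 68.4% and 84.5% of the 43795 probes passed the negative controls in a channel, and 27.2% to 34.5% were brighter than 2 times their median. All ratios are HIGH COMBI over BASAL on the log2 scale, with the SD over 4 arrays.

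SCD, the desaturase that turns stearic into oleic acid, rose in HIGH COMBI blastocysts. Its log2 ratio was 1.07 ± 0.36 (SD, n = 4), or 2.10-fold, and it was higher on 4 of 4 arrays. HMGCS1, the cytosolic HMG-CoA synthase of cholesterol synthesis, rose by 0.72 ± 0.33 (SD, n = 4), and HILPDA, a lipid droplet protein, rose by 0.64 ± 0.28 (SD, n = 4). The neutral amino acid transporter SLC1A4 rose by 0.88 ± 0.52, the asparagine synthetase ASNS by 0.78 ± 0.51 and the glycyl-tRNA synthetase GARS1 by 0.75 ± 0.25 (SD, n = 4 each).

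The other named genes that rose were the mucin MUC1 (0.84 ± 0.31), the splicing regulator SREK1 (0.84 ± 0.75), the ubiquitin-like gene UBD (0.79 ± 0.67), PGM2 of sugar phosphate metabolism (0.76 ± 0.48), the autophagy gene ATG16L1 (0.73 ± 0.52) and the ephrin EFNA1 (0.65 ± 0.41; SD, n = 4 each). Array 1 decided the size for SREK1 and UBD. Without replicate 1 the log2 fold change of SREK1 was 0.47 and the log2 fold change of UBD 0.46, both under 1.5-fold. The calls of ATG16L1, HILPDA, ASNS and EFNA1 were also lost without at least 1 of the arrays. For several of them other probes of the same gene lay nearer 0. A brighter probe of HMGCS1 had a log2 ratio of 0.38 ± 0.41, and a brighter probe of UBD 0.19 ± 0.92, neither past the thresholds. A further bright probe of ATG16L1 lay at 0.18 ± 0.36, short of them too. Dim probes lay at -0.01 ± 0.12 for ASNS, 0.001 ± 0.05 for EFNA1, 0.08 ± 0.29 and -0.05 ± 0.13 for HMGCS1, and 0.13 ± 0.05 and -0.01 ± 0.10 for ATG16L1. A further probe of SLC1A4 also passed the thresholds, at 1.14 ± 1.10, a larger mean than that of SCD with a wider spread, and another, dim one lay at 0.02 ± 0.06.

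ISM1, which encodes a secreted protein, showed the largest fall in HIGH COMBI blastocysts, with a log2 ratio of -1.0 ± 0.31 (SD, n = 4), or 2.00-fold lower. SHMT1, the cytosolic serine hydroxymethyltransferase of folate metabolism, fell to -0.84 ± 0.30 (1.79-fold lower, 4 of 4 arrays). The lamin gene LMNB1 (-0.85 ± 0.37), LOC508858 (-0.85 ± 0.24), the transcription elongation gene ELL (-0.83 ± 0.36), LOC786299 (-0.83 ± 0.68), CYB561D1 (-0.81 ± 0.37), NSG1 (-0.79 ± 0.29), SPTSSB, a subunit of serine palmitoyltransferase (-0.79 ± 0.27), and CARD10 (-0.76 ± 0.43) also fell. Among members of the fixed lists, the transcription factors TWIST2 (-0.73 ± 0.25), GATA4 (-0.73 ± 0.57) and NR5A2 (-0.63 ± 0.32), the protease GZMB (-0.73 ± 0.39) and the water channel AQP3 (-0.59 ± 0.17) fell. Dim probes of the same genes, none past the thresholds, lay at -0.18 ± 0.35 for AQP3, 0.003 ± 0.35 for GZMB, 0.03 ± 0.11 for NSG1, -0.02 ± 0.11 for SPTSSB, and -0.36 ± 0.18 and -0.02 ± 0.07 for NR5A2. Without replicate 1 the log2 fold change of LOC786299 was -0.53, under 1.5-fold, and its call was also lost with a dye term. The calls of AQP3, GATA4, NR5A2 and GZMB were lost without replicate 1 too, and that of NR5A2 also without replicate 3.

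Most genes that fell shared a further feature. Of the 15 named genes that fell, 12 had a mean intensity over both channels that was low on array 4 and high on the other arrays, the exceptions being LOC786299, GATA4 and NR5A2. Relative to the mean of the 4 arrays, array 4 lay at -1.14 for SHMT1, -2.06 for ISM1 and -1.5 for LMNB1 (log2). The median over all 86 lower probes was -1.14 on array 4 and 0.49, 0.37 and 0.31 on arrays 1, 2 and 3. The calls of all 12 genes were lost in both fits of separate channels, where their ratios stayed the same, and with the trend along the intensity profiles removed, an alternative chosen after seeing the data. Fits of separate channels count a swing of intensity between arrays as error, at least in part, so the loss there partly follows from this feature. With the trend removed, the log2 fold change of SHMT1 was -0.52, the log2 fold change of ISM1 -0.46, the log2 fold change of LMNB1 -0.48 and the log2 fold change of GZMB -0.13, and the calls of NR5A2, PGM2, ATG16L1, HMGCS1 and EFNA1 were lost as well. Of the 12 named genes that rose, MUC1, PGM2, ATG16L1 and HMGCS1 had a mean intensity that was low on array 2, where the median of the 103 higher probes lay at -0.75.

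**Figure D1:**
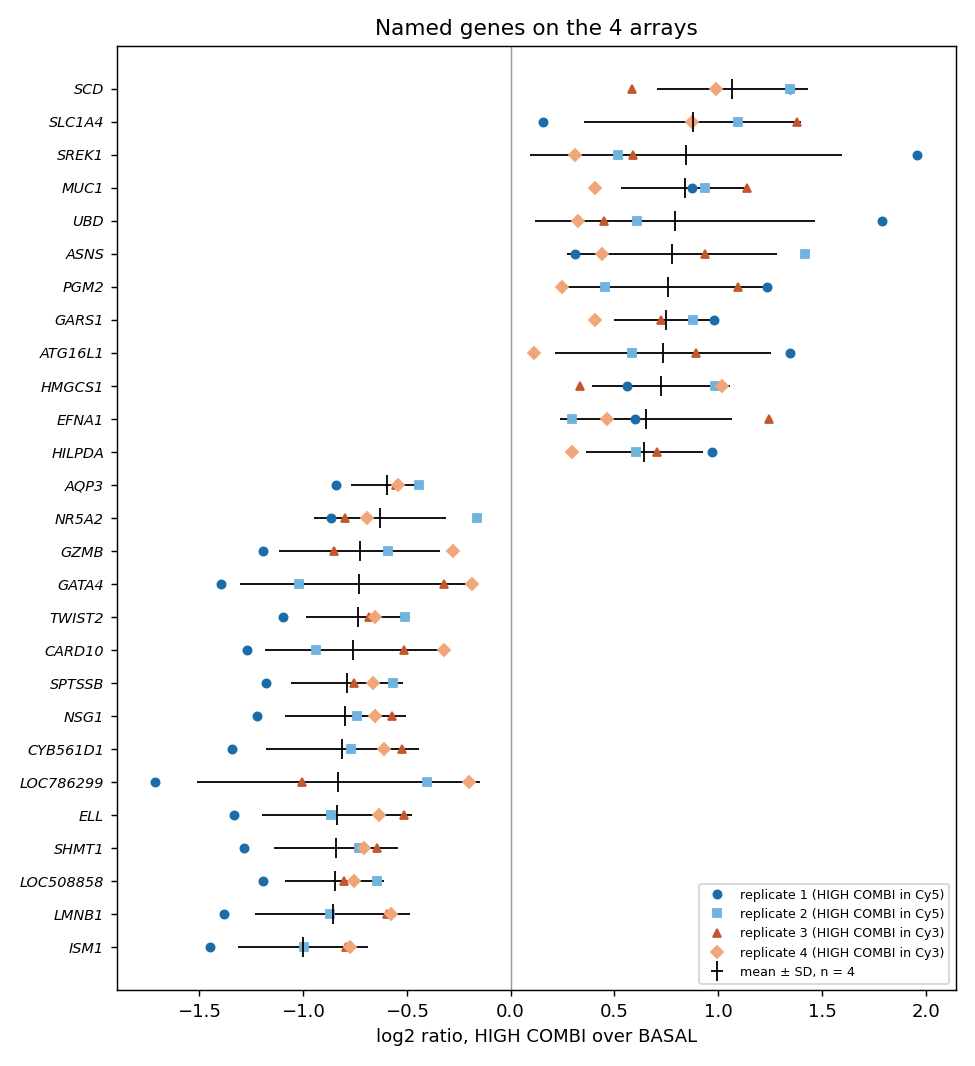
The plot shows log2 ratios of HIGH COMBI over BASAL (x axis) of the 27 named genes (y axis) on each of 4 arrays, with the mean and SD as a bar. SCD lies between 0.58 and 1.35 on the arrays, and SHMT1 between -1.28 and -0.64.

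At the study's thresholds, 103 probes were higher and 86 lower in HIGH COMBI blastocysts. They included 29 genes with a symbol that rose and 51 that fell, whereas 108 of the 189 probes had no symbol. In limma, 0 probes had an adjusted p under 0.05 and 1375 an unadjusted p under 0.05, where 2190 would be expected by chance. The latter count was above this number with a dye term (2312), with array weights (2762) and without replicate 1 (2399). The lowest adjusted p of any probe, SCD and SHMT1 included, was 1.00. Single arrays moved these counts by more than 1.5 times. Without replicate 4 there were 323 probes past the study's thresholds, higher in HIGH COMBI, and without replicate 3 there were 64, while 152 probes past the study's thresholds, lower in HIGH COMBI, were found without replicate 4 and 38 without replicate 1.

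Genes of the respiratory chain were lower as a group, while those of cholesterol synthesis and uptake, of the endoplasmic reticulum stress and amino acid response, and of fatty acid synthesis and desaturation were higher, by camera at its preset correlation. None of these 4 calls held with an estimated correlation between genes (adjusted p of 0.572 for the respiratory chain and 0.537 for the others). Among 38 respiratory chain genes, 28 had a ratio below 0, with a median of -0.16 (camera, adjusted p = 1.35e-05), although 0 passed the thresholds. COX7A2, a subunit of cytochrome c oxidase, lay at -0.54 ± 0.23, NDUFB5 of complex I at -0.41 ± 0.33 and UQCRB of complex III at -0.31 ± 0.28 (SD, n = 4), whereas CYC1 lay at 0.61 ± 1.45. The list's medians on arrays 1 to 4 were -0.38, -0.03, -0.22 and 0.01. The estimated correlation was 0.22 here, and the call was also lost without replicate 1 (adjusted p = 0.227).

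Of 21 genes for cholesterol synthesis and uptake, 18 had a ratio above 0, with a median of 0.18 (adjusted p = 0.000225, with an estimated correlation 0.537), and 0 passed the thresholds with their brightest probe. CYP51A1 lay at 0.56 ± 0.59, FDPS at 0.40 ± 0.17 and SQLE at 0.35 ± 0.47 (SD, n = 4). The median was 0.44, 0.07 and 0.34 on arrays 1, 2 and 4 but -0.12 on array 3, and the call was lost without replicate 4 (adjusted p = 0.0921). The endoplasmic reticulum stress and amino acid response list had 28 measured genes, of which ASNS rose and 27 did not pass (median 0.14, adjusted p = 0.000291, with an estimated correlation 0.537). PSAT1 and PHGDH of serine synthesis lay at 0.51 ± 0.28 and 0.53 ± 0.73, the pseudokinase TRIB3 at 0.49 ± 0.32, and the transcription factors ATF4 and DDIT3 at 0.25 ± 0.16 and 0.27 ± 0.34, while the chaperone cofactor SDF2L1 lay at -0.50 ± 1.39. This list's median was above 0 on all 4 arrays, from 0.03 to 0.21.

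In the fatty acid synthesis and desaturation list, SCD rose and 15 of 16 genes did not pass (median 0.06, adjusted p = 0.0444, with an estimated correlation 0.537). The call was lost without replicate 1, 2 or 4 (adjusted p of 0.0530, 0.240 and 0.312). The elongase ELOVL1 lay at 0.27 ± 0.11, the carboxylase ACACA at 0.20 ± 0.10 and FASN at -0.04 ± 0.93, while the desaturase FADS1, whose mean intensity was also low on array 4, lay at -0.34 ± 0.21. Adjusted over the list alone, SCD passed, while over all probes 0 genes did. For all lists fry, which tests a list by itself, gave no adjusted p under 0.394. The pentose phosphate list missed the threshold (6 genes, median 0.15, adjusted p = 0.0534), with PGD at 0.52 ± 0.28 as the gene that passed when adjusted over the list alone.

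**Figure D2:**
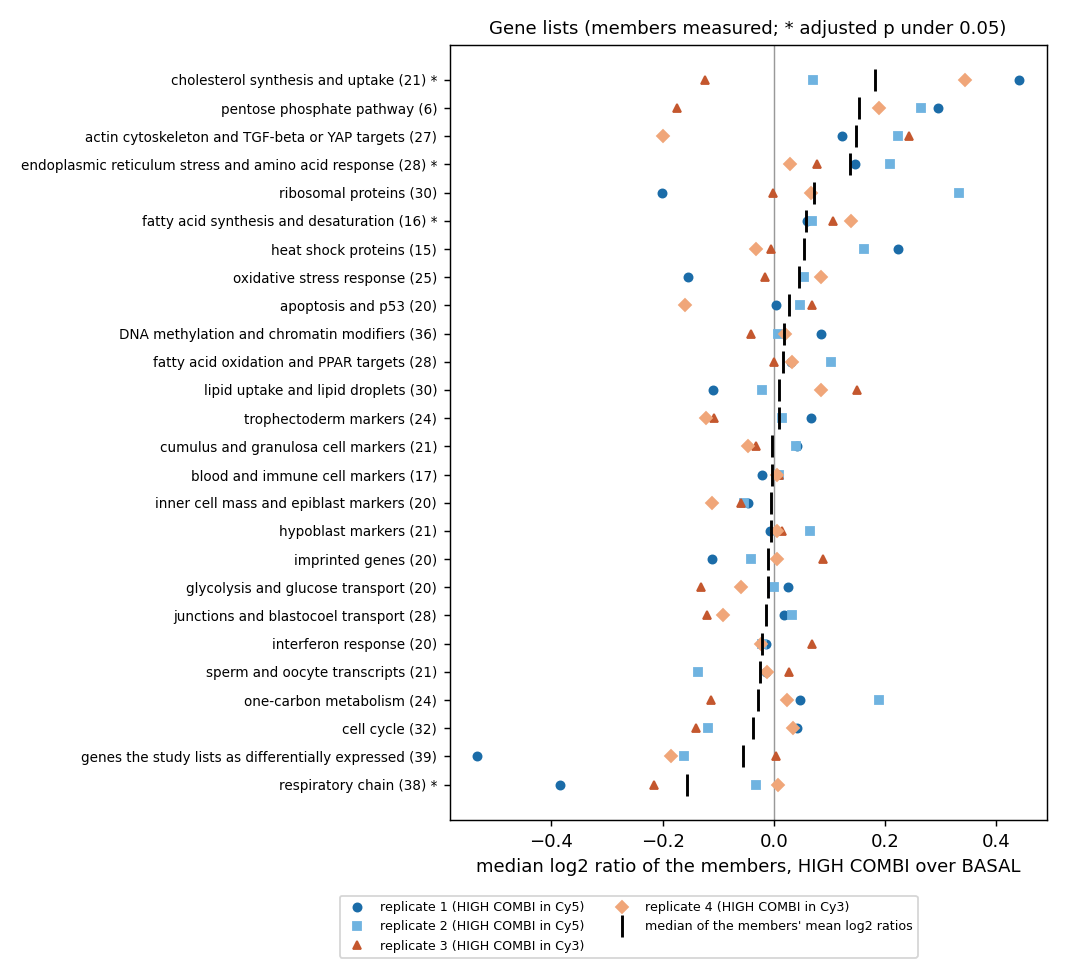
The plot shows the median log2 ratio of HIGH COMBI over BASAL (x axis) of the members of each of 26 gene lists (y axis, number of measured genes in brackets) on each of 4 arrays, with the median of the genes' mean ratios as a bar. The respiratory chain has the lowest overall median (-0.16) and cholesterol synthesis and uptake the highest (0.18).

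Lists for the blastocyst's own lineages did not pass. Of 24 trophectoderm markers EFNA1 rose, AQP3 fell and 22 did not pass (median 0.01, adjusted p = 0.376), with CDX2 at 0.02 ± 0.14 and GATA3 at 0.08 ± 0.25. Of 21 hypoblast markers GATA4 fell and 20 did not pass (median -0.005, adjusted p = 0.400). Of 20 inner cell mass and epiblast markers 0 passed the thresholds (median -0.005, adjusted p = 0.343), NANOG lying at -0.56 ± 0.59. In the junction and blastocoel transport list AQP3 fell and 27 of 28 genes did not pass (median -0.01, adjusted p = 0.343). The actin cytoskeleton list held 27 genes, all short of the thresholds with their brightest probe (median 0.15, adjusted p = 0.144), while 1 of them had another probe past these.

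Among markers of other cell types, NR5A2 fell out of 21 cumulus and granulosa cell genes (median -0.003, adjusted p = 0.934) and GZMB out of 17 blood and immune cell genes (median -0.003, adjusted p = 0.743). NR5A2 is also expressed in early embryos. Of 21 sperm and oocyte transcripts 0 passed (median -0.03, adjusted p = 0.343). These lists thus gave no joint shift between the treatments at this precision.

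SHMT1 belongs to one-carbon metabolism, which supplies methyl groups. Of 24 measured genes SHMT1 fell, also when adjusted over the list alone, and 23 did not pass (median -0.03, adjusted p = 0.690). The mitochondrial counterpart SHMT2 lay at 0.26 ± 0.23 and AHCY, which clears S-adenosylhomocysteine, at 0.43 ± 0.37 (SD, n = 4). The median and the mean of this list were below 0, while camera's direction was up. Of 36 DNA methylation and chromatin modifiers 0 passed the thresholds (median 0.02, adjusted p = 0.650), and of 20 imprinted genes 0 did (median -0.01, adjusted p = 0.343).

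Other lists of lipid and energy metabolism showed few changes. HILPDA rose among 30 genes of lipid uptake and lipid droplets (median 0.01, adjusted p = 0.376), and the acyl-CoA synthetase ACSL3 lay at 0.52 ± 0.20, short of 1.5-fold. Both passed when adjusted over the list alone. Of 28 genes of fatty acid oxidation and PPAR targets 0 passed (median 0.02, adjusted p = 0.343), nor did any of 20 glycolysis and glucose transport genes (median -0.01, adjusted p = 0.904). No member passed among 25 oxidative stress genes (median 0.04), 15 heat shock protein genes (median 0.05), 32 cell cycle genes (median -0.04) and 30 ribosomal protein genes (median 0.07), each with an adjusted p of 0.343, nor among 20 interferon response genes (median -0.02, adjusted p = 0.609) and 20 genes of apoptosis and p53 (median 0.03, adjusted p = 0.752). Of 39 measured genes that the study lists as differentially expressed, 5 rose with their brightest probe (SCD, MUC1, ASNS, UPK1A and GLB1), 15 fell and 19 did not pass. With any probe counted, 22 passed, and HMGCS1, which the study also lists, passed with a dimmer probe only. Adjusted over the list alone, 18 of the brightest probes passed. The study chose this list on these samples, so it is no independent evidence, and 11 of its members showed the low intensity on array 4 described for SHMT1.

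The 4 arrays differed more by dye than by treatment. Across probes, which are not independent replicates, the ratios of arrays with the same dye orientation correlated at r = 0.18 (arrays 1 and 2) and r = 0.40 (arrays 3 and 4). The 4 pairs of opposite orientation correlated at -0.40 to -0.14, out of 6 pairs in all. The contrast between treatments held 19.9% of the squared log2 ratios and the contrast between dyes 42.3%, while the 2 remaining contrasts between arrays held 17.9% and 19.9%. Array 1 had the widest ratios (SD of 0.40 over probes, against 0.21 to 0.29 on the other arrays).

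**Figure D3:**
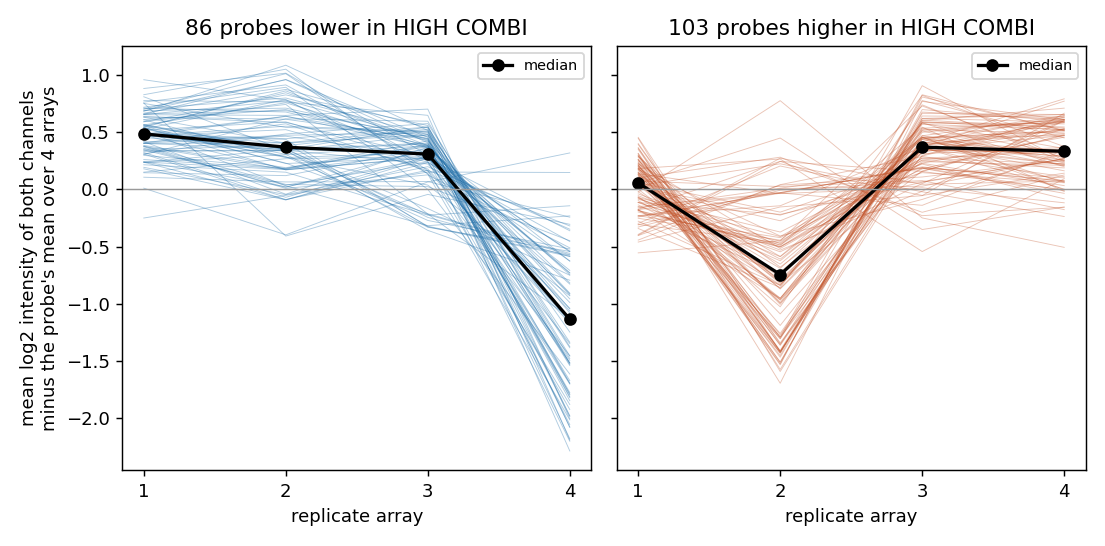
The plot shows, for each probe called lower (left, 86 probes) or higher (right, 103 probes), the mean log2 intensity of both channels minus the probe's own mean over 4 arrays (y axis) on each replicate array (x axis), with the median in black. The lower probes share a drop on array 4 (median -1.14) and the higher probes a drop on array 2 (median -0.75).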

Values the study reported

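The study reported 311 differentially expressed genes after embryo culture under HIGH COMBI conditions, at P < 0.05 and a fold change above 1.5. Of these, 206 were reported as up-regulated and 105 as down-regulated. For SHMT1 it gave a fold change of −1.892 with P < 0.001. Of 5 genes examined by qRT-PCR, 4 were reported to change in the same direction as on the arrays.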

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

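The 66 measures with a value on each of the 4 arrays were screened for an array that stood apart from the other 3 by Dixon's criterion. It marked 5 of them, where chance would mark about 1 in 20, or 3.3. The tests of the intensity profile that use other probes of the same genes were chosen after the result was seen, and the test with markers of other cells was planned before its values were seen.

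SHMT1 stood out on array 1, with a log2 ratio of -1.28 against -0.73 to -0.64 on the other arrays. This was not particular to SHMT1. The median log2 ratio of all lower probes was -1.12 on array 1 and -0.59, -0.61 and -0.53 on arrays 2, 3 and 4. SREK1 stood out on array 1 too, at 1.96 against 0.31 to 0.59. The median of the interferon response list was 0.0681 on array 3 against -0.02 to -0.01 elsewhere, and that of the blood and immune cell markers was -0.0206 on array 1 against 0.006 to 0.01.

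The lower probes had a median mean intensity of -1.14 on array 4, relative to their own means, against 0.31 to 0.49 on the other arrays, with a median correlation of 0.95 between their profiles (0.22 at most in 200 random sets matched on intensity), and 62 of the 86 followed this profile. Over all probes, called or not, 230 followed it, and those with a symbol stood for 122 genes. In 16 of these genes, SHMT1 and ISM1 not among them, another probe was bright. The 21 other probes had a median size on the profile of 0.0814, against 1.01 for the probes that followed it. Their median log2 ratio was -0.12 (0.06 SE of the median), against -0.42. This SE measures the spread between probes, taken as independent, and not the spread between arrays. The genes called lower had only 5 other bright probes that were not called, with a median log2 ratio of -0.002 and 3 of them below 0. The values of the 21 probes argue against a joint change of these 16 genes' transcripts as large as that of the following probes. A median size of at most 0.0343 over markers of cumulus, blood or germ cells argues against RNA of such cells that carries most of these markers. However, GZMB of the blood and immune cell list did follow the profile, with a size of 1.78. A candidate explanation for these 16 genes is a signal of the probes themselves, such as cross-hybridization with a shared RNA, which was not tested. On the profile of the higher probes, 97 of 321 other bright probes of its genes did follow, against 0 of 21 here. Of 30254 probes above background, 2261 followed that profile and 230 the profile of the lower probes. The 2 profiles are thus not alike, and the 2 counts of other bright probes start from different base rates. For the genes without another bright probe a fall of the transcript, alternative transcript ends and an effect of HIGH COMBI stay open.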

How the results depend on the processing

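Alternatives chosen after seeing the data were the filter at 2 times the negative-control level, the fits without probes on the lower probes' intensity profile, on arrays 1 and 3 only and with the trend along intensity profiles removed, and all list counts other than those with an estimated correlation, members above background or the mean of all probes. Across all 19 alternatives limma gave 0 probes with an adjusted p under 0.05, with 314 to 2762 probes at an unadjusted p under 0.05. The counts of 103 for probes past the study's thresholds, higher in HIGH COMBI, and of 86 for probes past the study's thresholds, lower in HIGH COMBI, stayed within 1.5 times under other background corrections, median centring, Aquantile, the filter on background, the dye term and both tables of the authors. Without the array as a block (no replicate block, separate channels) they were 51 higher and 16 lower, and with the correlation within a spot estimated 28 lower. Array weights gave 66 higher, the filter at 2 times the negative controls 159 higher, and distinct genes with a symbol 29 higher and 51 lower. Leaving out probes on the intensity profile gave 24 lower, by construction, removing the trend 40 higher and 9 lower, and arrays 1 and 3 alone 444 higher and 326 lower. Leaving out each array gave 64 (without replicate 3) to 323 (without replicate 4) higher and 38 (without replicate 1) to 152 (without replicate 4) lower, and of the 189 probes 59 passed without replicate 1. Beyond the counts that fall by construction, the cause was not tested. The 4 lists past the threshold became 1 with array weights and 0 with an estimated correlation, and 3 to 6 with camera otherwise, though not always the same lists, while fry gave 0. The respiratory chain was lost without replicate 1, cholesterol without replicate 4 and with arrays 1 and 3 alone, and fatty acid synthesis without replicate 1, 2 or 4, with either filter on dim probes, with arrays 1 and 3 alone and with the trend removed, while array weights left cholesterol only. The stress and amino acid list held without each array. Lists that entered in some settings were pentose phosphate, actin, ribosomal proteins (up without replicate 1, down with arrays 1 and 3 alone), glycolysis, cell cycle and the genes listed by the study. Of 500 values of named genes under alternatives, 416 stayed past the thresholds, 84 did not and 0 changed sign. SCD and GARS1 passed under all 19. Of 494 list medians, 21 moved by more than their SD over arrays, and 0 of the 4 called lists changed sign. Only 27.4% of probes were bright, which limits what the remaining probes can show.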

Other observations

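XIST, the RNA of the inactive X chromosome, had log2 ratios of -0.09, -0.03, -0.69 and -1.64 on arrays 1 to 4. The Y-linked gene EIF1AY lay at 0.51, 0.54, -0.51 and -0.09, and the Y-linked gene DDX3Y at 0.12, 0.22, -0.04 and 0.11. DDX3Y ranked the arrays in the same order as EIF1AY, over a narrower range and with the other sign on array 4. None of the 3 passed the thresholds. Each pool held 10 blastocysts.

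For probes past the study's thresholds, higher in HIGH COMBI, the number here was 103, and 323 without replicate 4. The former is lower and the latter higher than the number of up-regulated genes quoted above, with probes counted here and genes there. The total here was 189 probes. That is lower than the total of genes quoted above, while the 86 lower probes lay within 1.5 times of the number quoted for them. They included 51 genes with a symbol, fewer than that number. The count of lower probes also moved by more than 1.5 times without replicate 1 and without replicate 4.

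Of the tests in the following paragraphs, those of dim probes and of the trend were set before their values were seen, and the other turnings and the count of unturned probes afterwards.

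Arrays of opposite dye orientation opposed each other once turned (mean r of -0.24 across probes). Probes that were not bright on any array (26742) shared their unturned ratios between opposite orientations at a mean r of 0.60, against 0.12 for bright probes. A dye bias of single probes, stronger near background, could give this, and no biological explanation was tested. It was not confined to dim probes. Among bright probes the contrast between dyes held 35.3% of the squared log2 ratios and that between treatments 23.2%. Exchanged dyes in the labels of a pair of arrays would act on transcripts, so the lower r of bright probes runs against such an exchange as the whole of it. Unturned ratios gave 0 lists past the threshold, against 4 as labelled. That cannot decide the point, since lists are set against other genes, whose unturned ratios carry the dye bias. The study's qRT-PCR quoted above covers too few genes to decide it. An exchange beside a dye bias stays open, since unturned ratios gave 464 probes past the thresholds.

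The shift of the 4 leading gene lists may follow a trend along the probes' mean intensity profiles over the arrays, but with that trend removed 3 of them (respiratory chain, cholesterol, and stress and amino acid response) still passed in the same direction, at adjusted p of 1.03e-06, 0.00674 and 0.00674, while glycolysis (0.00481) and cell cycle (0.0222) newly passed as lower. The fatty acid synthesis list did not (adjusted p = 0.382), as the median log2 fold change of fatty acid synthesis and desaturation genes went from 0.057 to 0.031, with an SD of 0.036 over arrays before. By the criterion set beforehand, which asked for all 4 lists, this does not decide on the trend. For those 3 lists the calls at the preset correlation outlasted its removal, whereas for fatty acid synthesis the trend stays open. An effect of HIGH COMBI and chance both remain open, as estimated correlations ended all 4 calls.

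The 4 arrays can be turned in 8 ways, too few for a share under 0.05. The real turning gave 4 lists, the highest of the others 3, and 1 of the 8, the real one, gave as many. For probes past the thresholds, 3 of the 8, the real one included, gave at least the real 189, the highest being 464 for the turning that follows the dye, and a turning that sets array 1 against the other 3 in HIGH COMBI over BASAL ratios gave 241. For adjusted p under 0.05 all 8 gave at least the real 0, and the dye turning gave 1833, which points to the dye as a structure of these arrays.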
